A study of Mus musculus with 9 samples.

How the data were processed

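Single cells from the subventricular zone, the neurogenic niche along the lateral ventricles of the adult mouse brain, were profiled by Drop-seq in 9 libraries. Drop-seq captures 1 cell with 1 barcoded bead in a droplet and counts polyadenylated RNA molecules by unique molecular identifiers (UMIs). Per the labels' protocols, tissue was microdissected and dissociated, debris and dead cells were removed, and no sorting is named. Read 1 held 20 bases, of which 12 were the cell barcode and 8 the UMI, and read 2 held 64 bases of transcript, per the labels. The deposited values are raw UMI counts per gene and barcode, which the authors made without normalization as far as the values show: whole numbers with different totals in each library. The aligner, genome build, annotation, counting program and the rule by which barcodes were chosen are not given in the sources used here, so no coordinates are printed and genes are named by the symbols the deposited counts carry. Between 7.62 and 10.2% of barcodes per library held 11 bases in place of 12 and were kept.

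A library is a pool of 3 to 5 animals and is the unit of replication; cells are not. Groups came from the labels: C57BL/6N mice whose cells were fixed in 80% methanol in buffer (2 libraries), C57BL/6N mice without fixation (3 libraries), and a line carrying an Lrp2 mutation on a TCF/Lef-LacZ reporter and FVB/N background, with knockouts (2 libraries) and littermate controls (2 libraries). Control pools mixed wild-type and heterozygous animals. The tests, groups, gene lists, cell markers, the rule for naming genes and most alternatives were fixed before the data were examined. The cluster-naming score, the simulation at fitted dispersions, the share without neurons, the neural stem sub-cluster in place of astroglia and the mitochondrial share without its ribosomal RNA genes were chosen after seeing the data.

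CPM values are UMIs of a gene scaled to the total of its library. Cells were barcodes with at least 500 UMIs and at most 10% of UMIs from mitochondrial genes, 17989 in all. Scrublet in scanpy 1.11.5, run in each library with an expected doublet share of 6%, called 525 of them doublets (2.92%), which were removed, leaving 17464. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes were chosen within libraries, and 30 principal components with 20 neighbours were clustered by the Leiden method (leidenalg 0.10.2) at resolution 1, without correction for library. A cluster of at least 20 cells was named for the class with the most fixed markers among its 10 leading genes by fold, counting genes found in at least 20% of its cells with a pseudocount of 0.1 UMIs per 10000, and needed at least 3 of that class's markers among its 30 leading genes. Names mean "like" that cell type. A cluster with over 90% of its cells in 1 library stayed unnamed, a limit set after the data were seen; it left out 21 cells, 1.17% of unfixed library 3 and 0 cells of the other libraries. Clusters 19 and 26 stayed unnamed for want of markers, and 5 clusters of 1 cell for want of cells. Astroglia sub-types were named in the same way from genes that lead a cluster against the other astroglia. Other processing used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0.

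For each class with at least 20 cells in every library compared, counts were summed per library and tested with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood F test, TMM scaling, filterByExpr), with Benjamini-Hochberg adjustment within the class and a threshold of 0.05. A result is a class and gene pair. Standard errors were derived from the log2 fold change and its F statistic. Sex-linked genes (Xist, Tsix, Ddx3y, Eif2s3y, Kdm5d, Uty and Gm29650) were left out of the comparisons whose pools differ in sex. DESeq2 1.42.0 was the other count test. Fits that left out 1 library keep a lone library in a group of 2, which is then assumed to vary like the others. Gene lists (ribosomal proteins, BMP, SHH and WNT targets, immediate early genes and cell cycle genes) were tested with limma 3.58.1 camera at a preset correlation of 0.01 where at least 5 members passed the filter, adjusted over all 29 class and list pairs, with fry and camera with an estimated correlation beside it. Of the lists' 15 BMP, 14 SHH, 16 WNT, 20 immediate early, 45 cell cycle and 83 ribosomal genes, 14 of the WNT genes and all genes of the other lists occur in the counts. Gene types (pseudogene or not) came from a GENCODE mouse annotation used for nothing else, in which 96.2% of genes tested in the fixation and line comparisons had a record. Ccnd1 stands in both the SHH and the WNT list. The list names are short labels. The SHH list also holds pathway components such as Smo, Boc, Cdon and Gas1, and the BMP list the antagonists Nog and Grem1. Hes5, in the BMP list, is also among the astroglia markers used here. The immediate early list also holds the heat shock genes Hspa1a, Hspa1b and Hspb1. A result for a list or a member is therefore not by itself a reading of pathway output.

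Genes are named by this rule: Lrp2, the sex-linked genes and Ttr in each library; in the knockout comparison up to 5 called genes each in astroglia, cycling progenitors and neuroblasts with both knockouts on 1 side of both controls, and up to 8 genes called in the most classes; in the other comparisons up to 3 genes each way called in the most classes with 1 sign; and list members called when adjusted over the list alone. Genes named besides these, in the closing observations and as leading genes of clusters, were chosen after their values were seen.

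The edgeR code was tested on simulated class sums with 200 genes changed by 2 on the log2 scale and a dispersion of 0.02. The changed genes were drawn from those with at least the median count. Of them, 98% were recovered in the knockout comparison, where 6250 astroglia genes were tested. In oligodendrocytes, 98.5% were recovered in the fixation comparison (6924 genes tested) and 100% in the line comparison (6788 genes tested). At the dispersions fitted to the data, with changed genes drawn from all genes, the same classes gave 78, 79.5 and 88%. The list code recovered a shift of 0.5 in 8 of 8 classes of the knockout comparison, with 729 to 8680 genes. It called 0 of 21 unshifted lists by camera at the preset correlation, and the other list tests were not simulated. Each gene was drawn independently, so this cannot show how often camera calls lists whose genes vary together between libraries.

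Cell class shares and library medians were compared by exact permutation of libraries. With 2 libraries against 2 the smallest 2-sided p is 0.333, and with 2 against 3 it is 0.1, so no such test can pass 0.05. Intervals for the share of a single library are 95% Clopper-Pearson intervals and cover counting error only. A count of 3 was taken as the floor below which a gene counts as not detected. To compare genes per cell across depths, cells were thinned to 500 UMIs, which left out 0 kept cells.

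The alternatives were RLE scaling, DESeq2, no low-count filter, at least 1000 UMIs, a mitochondrial limit of 5%, called doublets kept, Leiden resolutions of 0.5 and 2, clustering after centring genes within libraries, class sums thinned to the smallest, a minimum of 50 cells, all 7 unfixed libraries in the knockout fit, female libraries alone in the fixation fit, no mitochondrial limit and thinning to 1000 UMIs for cell quality, shares without oligodendrocytes and microglia, and each library left out in turn. The labels call the controls littermates, and libraries 007 of the Lrp2 line share an age, as do libraries 010, so the number was taken to pair them. Deviations of same-numbered libraries from their group means correlated across genes with r between 0.063 and 0.165 over 8 classes; genes are not independent replicates, and with 2 libraries per group this is 1 value per class. A fit with the number as a block was an alternative. The fixation and line comparisons share the unfixed C57BL/6N libraries, and the knockout and line comparisons share the Lrp2 controls, so no overlap between them was computed.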

Results

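The 9 libraries held 24225 barcodes, 29267122 UMIs and 28935 genes, from 38 animals if no animal entered more than 1 library. Among the fixed C57BL/6N libraries, library 1 (16.7 weeks, 5 females) held 2800046 UMIs and library 2 (13.7 weeks, 5 females) held 1746553. Among the unfixed ones, library 1 (13.9 weeks, 5 females) held 5414854 UMIs, library 2 (13.1 weeks, 4 males) 4397548 and library 3 (13.4 weeks, 2 females and 2 males) 2824227. In the Lrp2 line, all male, control library 007 (11.3 weeks, 4 animals) held 3671755 UMIs, control library 010 (11.4 weeks, 4 animals) 2848615, knockout library 007 (11.3 weeks, 3 animals) 3872920 and knockout library 010 (11.4 weeks, 4 animals) 1690604. Kept cells per library ranged from 853 in fixed library 2 to 2908 in unfixed library 2, and the median depth of kept cells ranged from 917 to 1723 UMIs.

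LRP2 is an endocytic receptor. Lrp2 RNA was near absent in every library. Control library 007 held 1 UMI and control library 010 held 0, where a count of 0 allows up to 1.05 CPM. Knockout libraries 007 and 010 held 2 UMIs each. Of the C57BL/6N libraries, unfixed library 2 held 3 UMIs, unfixed library 3 held 1 and the other 3 held 0. All 9 libraries were at or under the floor of 3 counts, so these data do not check the knockout label. Which part of the gene the mutation alters is not given in the sources used here. The sex labels were checked by the sex-linked genes. Xist stood at 1518, 1083 and 869 CPM in fixed libraries 1 and 2 and unfixed library 1, at 400.5 in the mixed unfixed library 3, and at 0 to 0.351 in the male libraries. Ddx3y stood between 96.6 and 131 CPM in male libraries, at 40.7 in the mixed one and at 0 to 0.185 in female ones. Eif2s3y (84.4 to 133 against 0), Kdm5d (15.7 to 31.9 against 0 to 0.357) and Uty (15.7 to 27.8 against 0.357 to 1.15) separated male from female libraries in the same way.

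Clustering without pre-selection resolved 13 named classes. Over the 5 C57BL/6N libraries, oligodendrocyte-like cells made up 23.96% ± 5.13 (SD, n = 5), astroglia-like cells 23.3% ± 2.66, neuroblast-like cells 12.7% ± 3.20, microglia-like cells 9.90% ± 1.85, cycling progenitor-like cells 9.21% ± 2.83, neuron-like cells 7.42% ± 7.86, endothelial-like cells 6.34% ± 2.86, oligodendrocyte precursor-like cells 2.23% ± 0.665 and mural-like cells 2.16% ± 0.858. Committed oligodendrocyte precursor-like cells (0.416% ± 0.136), ependymal-like cells (0.374% ± 0.384), border macrophage-like cells (0.257% ± 0.238) and fibroblast-like cells (0.195% ± 0.165) were rare. Over all libraries, 5 Lrp2 UMIs lay in the 122 ependymal-like cells and 2 in cycling progenitor-like cells. Neuron-like and oligodendrocyte-like cells held 1 each, and the other named classes 0. These counts are too few to compare classes. The neuron share varied most, from 1.78% (95% interval 1.28 to 2.42) in unfixed library 1 to 27.2% (25.5 to 28.9) in knockout library 007. Within astroglia, cluster 9, led against the other astroglia by Vim, S100a6, Igfbp5 and Thbs4, was named neural stem-like with 919 cells, and cluster 4 niche astrocyte-like with 1403 cells; Xist stood among the 10 leading genes of the latter. Another cluster of 1537 astroglia matched neither sub-type.

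The first comparison asked how cell composition differs between Lrp2 knockouts and their controls. Knockout and control shares did not overlap in 2 of 13 classes. With 2 libraries against 2, chance alone separates 1 class in 3. Microglia-like cells made up 10.9% ± 2.46 (SD, n = 2) of knockout and 6.29% ± 2.37 (SD, n = 2) of control cells (exact permutation test, 2-sided p = 0.333, the smallest possible; adjusted p = 1 over 13 classes). The libraries stood at 9.16% (95% interval 8.08 to 10.3) and 12.6% (10.7 to 14.8) in the knockouts 007 and 010, against 4.61% (3.83 to 5.50) and 7.96% (6.72 to 9.36) in the controls. At a minimum of 1000 UMIs per cell the microglia shares overlapped, with means of 6.61 and 4.26%. Unfixed C57BL/6N libraries held 8.68% ± 1.12 (SD, n = 3). Within numbers, the knockout share of microglia lay 4.55 points (007) and 4.67 points (010) above the control share (mean 4.61 ± 0.088, SD, n = 2 pairs). Differences had 1 sign in both numbers in 5 of 13 classes, where chance gives 1 in 2, and the smallest 2-sided p for 2 pairs is 0.5 by an exact sign-flip test. Ependymal-like cells made up 0.769% ± 0.170 of knockout and 1.18% ± 0.169 of control cells (n = 2 each, exact permutation p = 0.333, adjusted p = 1). With oligodendrocytes and microglia left out, microglia was no longer a class to compare, and 1 class, ependymal-like cells, stayed without overlap. Leaving out 1 library raised the number of classes without overlap to 6 (without control 007) or 8 (without control 010, knockout 007 or knockout 010), when a group of 1 separates more easily.

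Shares along the neurogenic lineage overlapped between knockouts and controls taken as groups. Cycling progenitor-like cells made up 9.58% ± 2.80 of knockout and 10.8% ± 3.90 of control cells (n = 2 each, exact permutation p = 0.667). Neuroblast-like cells made up 10.1% ± 2.95 and 10.5% ± 1.82 (n = 2 each, exact permutation p = 1). Neural stem-like cells made up 5.32% ± 1.69 and 6.21% ± 0.980 (n = 2 each, exact permutation p = 0.667). Taken as parts of these 3 populations together, neural stem-like cells were 21.1% ± 5.23 in knockouts and 23.2% ± 7.55 in controls, cycling progenitor-like cells 38.9% ± 14.1 and 38.7% ± 7.49, and neuroblast-like cells 40.0% ± 8.86 and 38.1% ± 0.0629. Astroglia-like cells, which include the neural stem-like ones, made up 19.8% ± 5.38 and 23.9% ± 2.99 (n = 2 each, exact permutation p = 0.667). Within numbers, 3 of these shares were lower in the knockout in both 007 and 010, by a mean larger than the SD of the 2 differences. The differences were -2.03 and -0.482 points for cycling progenitor-like cells (mean -1.26 ± 1.10, SD, n = 2 pairs), -1.40 and -0.388 for neural stem-like cells (mean -0.891 ± 0.712) and -5.80 and -2.43 for astroglia-like cells (mean -4.11 ± 2.39). Neuroblast-like cells differed in sign (-3.81 and 2.94). These are shares of all kept cells, and the neuron share was 27.2% in knockout 007 against 8.87% in control 007. As parts of the 3 populations together, cycling progenitor-like cells differed in sign (4.87 in 007 and -4.47 in 010). So did neuroblast-like cells (-4.43 and 8.19), while neural stem-like cells were lower in both numbers (-0.438 and -3.725). The lower cycling progenitor share thus depends on the denominator. With 2 pairs, chance gives 1 sign in 1 of 2 cases, and the smallest 2-sided p of 0.5 by an exact sign-flip test cannot pass 0.05.

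**Figure D1:**
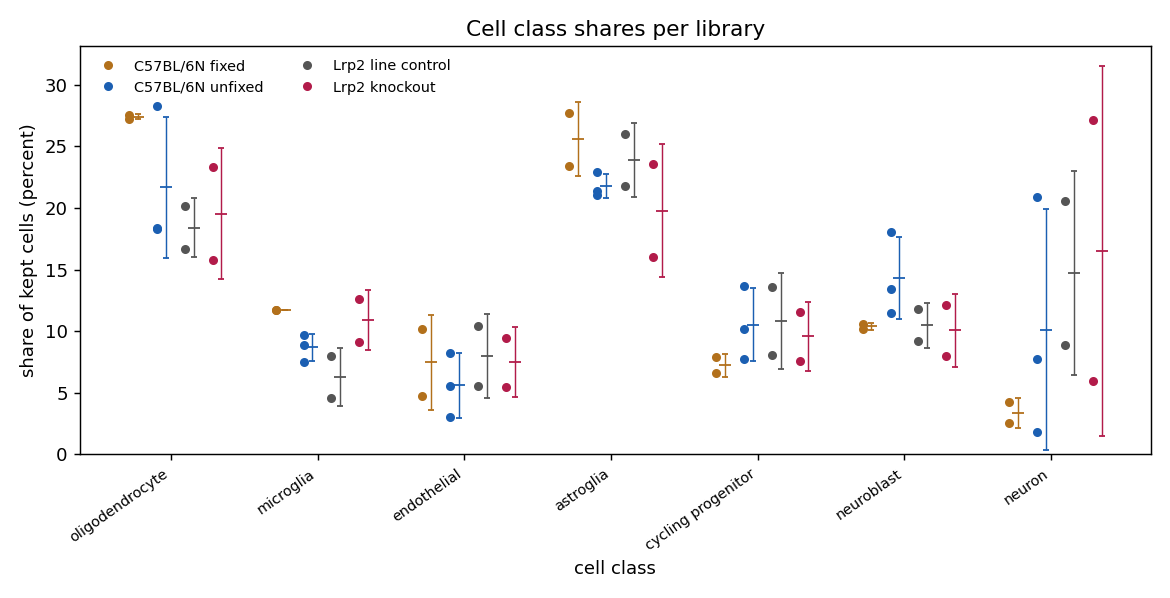
Share of kept cells (percent, y axis) in 7 cell classes (x axis) for each library as a point, coloured by group, with the group mean and SD as a bar beside the points. Knockout microglia shares (9.16 and 12.6%) lie above both control shares (4.61 and 7.96%), while neuron shares spread widely within each unfixed group.

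The second question was whether any gene differed between knockout and control within a class. Over 8 classes and 37952 tests, edgeR's quasi-likelihood test called 0 class and gene pairs, with 1257 at an unadjusted p under 0.05, and DESeq2 called 0, with 213 at an unadjusted p under 0.05. Control and knockout values did not overlap for 31.0 to 40.6% of the genes tested per class, where chance gives 1 in 3. The classes held 21 to 712 cells per library and 23029 to 1373809 UMIs. At the dispersions fitted in these data, simulated changes of 1 on the log2 scale were recovered for 0 to 9% of genes in the 8 classes of 729 to 8680 genes, and changes of 2 for 58.5 to 79.3%, so a 2-fold change in single genes was mostly not detectable with 2 libraries per group at this spread. The largest moves came from leaving out a knockout library: edgeR then called 847 pairs without knockout 007 (751 higher, 96 lower) and 321 without knockout 010 (47 higher, 274 lower). It called 40 pairs (18 higher, 22 lower) without a low-count filter, over 133398 tests, 15 without control 010 and 9 without control 007. The largest cluster of mural-like cells was 16 in knockouts (59.6% of the class) and 20 in controls (39.9%, with 39.0% in cluster 16). That of neuron-like cells was 10 in knockouts (48.4%) and 8 in controls (49.8%).

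Gene lists chosen for signals linked to LRP2 and for growth and stress were tested as sets. Camera with the preset correlation called 13 of 29 class and list pairs. Of these calls, 0 held under fry and 0 under camera with an estimated correlation. Immediate early genes were higher in knockouts in 8 of 8 classes and called in 7, all but oligodendrocyte-like cells, with median log2 fold changes from 0.26 in microglia-like to 1.01 in mural-like cells (limma camera adjusted p = 0.000200 and 8.2e-08). Without control 007 the list was higher in 7 classes and called higher in 4, and in oligodendrocyte-like cells it was called lower. Ribosomal protein genes were lower in 8 of 8 classes and called in 6, all but microglia-like and astroglia-like cells, with median log2 fold changes down to -0.32 in mural-like cells (limma camera adjusted p = 0.00105). Without knockout 007 they were instead higher in 8 classes and called higher in 7 and lower in 0; without knockout 010 they were called lower in 8, without control 007 in 4 and without control 010 in 2. In astroglia-like cells the ribosomal list had a median of 0.03 and a mean of 0.08 with a test direction of lower, and in microglia-like cells a median of -0.04 and a mean of 0.02, also tested as lower. The sign of the test also differed from the median for cell cycle genes in oligodendrocyte-like and microglia-like cells and WNT targets in endothelial-like cells. With all 4 libraries, no BMP, SHH, WNT or cell cycle list was called in any class with at least 5 genes. The SHH list reached that size in astroglia-like cells alone (6 genes). The WNT list did in endothelial-like (6) and cycling progenitor-like cells (5). The BMP list did in endothelial-like (6), astroglia-like (7) and cycling progenitor-like cells (5). In the remaining classes, neuroblast-like cells among them, the SHH, WNT and BMP lists were not tested as sets. Among the BMP, SHH, WNT and cell cycle lists the smallest adjusted p by limma camera was 0.0859. It belonged to BMP targets in cycling progenitor-like cells, with a median log2 fold change of 0.12 and 4 of 5 genes higher. Leaving out 1 library gave 4 calls among these lists, all higher in knockouts: BMP targets in cycling progenitor-like cells without knockout 010 (limma camera adjusted p = 0.000697), WNT targets there without control 010 (0.0421), and cell cycle genes in astroglia-like (0.0369) and neuron-like cells (0.0451) without knockout 007.

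**Figure D2:**
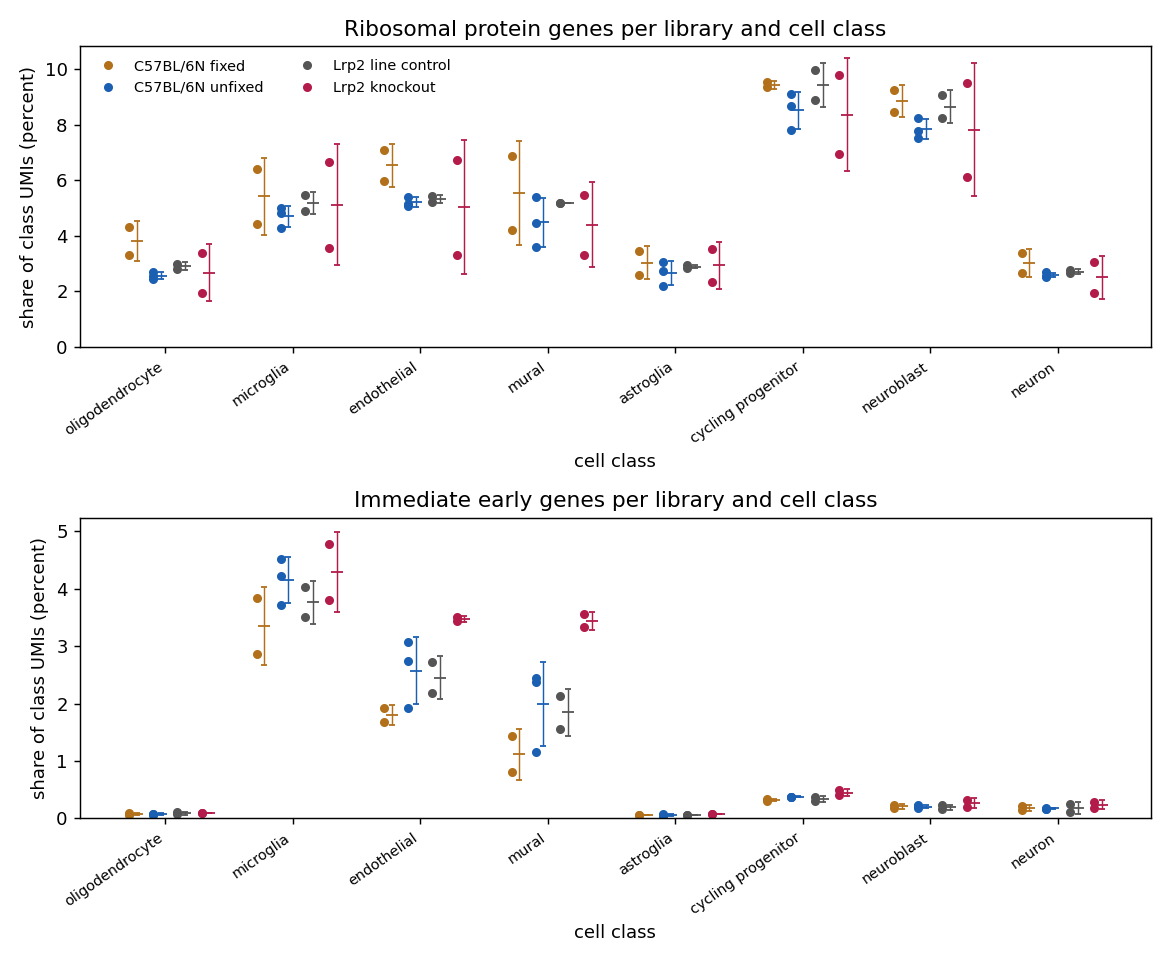
Share of class UMIs (percent, y axis) from ribosomal protein genes (upper panel) and immediate early genes (lower panel) in 8 cell classes (x axis), with 1 point per library and bars for the mean and SD of each group. In endothelial cells the ribosomal share is 3.32% in knockout library 007 and 6.73% in knockout library 010, on either side of the controls (5.21 and 5.43%), while both knockout points of the immediate early share (3.51 and 3.43%) lie above the controls (2.19 and 2.71%).

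Among list members, 0 were called over all genes and 14 of 879 tested were called by edgeR when adjusted over the list alone, with 91 at an unadjusted p under 0.05. In mural-like cells these were Fos (log2 fold change 1.52, SE 0.34, adjusted p = 0.00662), Klf2 (1.51), Klf4 (1.57), Jun (1.19), Junb (1.28), Dusp1 (1.17) and Nr4a1 (1.44). In endothelial-like cells they were Jun (1.22), Junb (0.86) and Socs3 (1.57), and in microglia-like cells Klf2 (0.88) and Klf6 (1.08). Outside the immediate early list, Hes5 was higher in knockout cycling progenitor-like cells (log2 fold change 1.10, SE 0.27, edgeR adjusted p = 0.0166 over the BMP list) and Axin2 in knockout astroglia-like cells (1.18, SE 0.35, edgeR adjusted p = 0.0255 over the WNT list, which had under 5 genes there). Across alternatives the adjusted p ranged from 1.27e-08 to 0.327 for Hes5 and from 0.0189 to 0.245 for Axin2. Without control 007, none of the 14 passed: Hes5 then had an adjusted p of 0.327 and Axin2 of 0.245. Without control 010 Hes5 had an adjusted p of 0.0847.

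Methanol fixation was compared within C57BL/6N, where both fixed pools were female and fixed library 1 came from older mice (16.7 weeks). Fixed library 2 (13.7 weeks) and unfixed library 1 (13.9 weeks) share a number in their titles; whether they share animals is not given in the sources used here. They were treated as separate pools. The median mitochondrial share was 3.19% ± 0.531 (SD, n = 2) in fixed and 1.39% ± 0.211 (SD, n = 3) in unfixed libraries (exact permutation p = 0.1, 2-sided, the smallest possible). Most of this difference lay in the mitochondrial ribosomal RNA genes mt-Rnr1 and mt-Rnr2. As means over cells, they carried 1.54 of the 1.87 points between fixed and unfixed libraries. Without them the median mitochondrial share was 1.31% ± 0.157 in fixed and 0.964% ± 0.205 in unfixed libraries, a difference of 0.346 points (n = 2 and 3, exact permutation p = 0.2). With all mitochondrial genes, Lrp2 controls stood at 1.66% ± 0.110 (SD, n = 2). Median UMIs per cell were 1274 ± 197 and 1192 ± 460.1 (exact permutation p = 1), and median genes per cell 786.5 ± 107 and 756 ± 235 (exact permutation p = 1; n = 2 and 3). After thinning to 500 UMIs, genes per cell were 370.5 ± 7.78 in fixed and 385 ± 7.37 in unfixed libraries (n = 2 and 3, exact permutation p = 0.2). Without fixed library 1 the difference of -14.8 genes was -9.33. Among cells with at least 1000 UMIs, thinned to 500, it was -23.5. Thinning to 1000 UMIs gave 663 ± 9.90 and 709.7 ± 35.6 genes, a difference of -46.7 on another scale and in other cells: it left out 715 and 245 cells of the fixed libraries and 477, 1653 and 977 of the unfixed ones.

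Fixed and unfixed shares did not overlap in 6 of 13 classes, where chance separates 1 in 5. Microglia-like cells made up 11.7% ± 0.0014 of fixed and 8.68% ± 1.12 of unfixed cells, astroglia-like cells 25.6% ± 3.00 and 21.8% ± 1.00, oligodendrocyte precursor-like cells 1.58% ± 0.256 and 2.66% ± 0.389, and border macrophage-like cells 0.483% ± 0.186 and 0.106% ± 0.103 (n = 2 and 3, exact permutation p = 0.1 each, adjusted p = 0.325 over 13 classes). Neuroblast-like cells made up 10.4% ± 0.289 and 14.3% ± 3.36, and ependymal-like cells 0.114% ± 0.0039 and 0.548% ± 0.427 (n = 2 and 3, exact permutation p = 0.2, adjusted p = 0.433). At a resolution of 2, the microglia difference changed from 3.04 to -1.58 points, when 189 cells of which 80.4% came from fixed library 1 formed an unnamed cluster. At 1000 UMIs per cell the neuroblast difference changed from -3.90 to 0.572 points. Without unfixed library 1, 10 classes did not overlap. As a part of neural stem-like cells, cycling progenitor-like cells and neuroblast-like cells together, neural stem-like cells made up 22.3% ± 0.0126 in fixed and 16.4% ± 0.155 in unfixed libraries (n = 2 and 3, exact permutation p = 0.1). Counting error was far larger than these SDs. The 95% intervals were 18.4 to 26.6 and 16.5 to 29.0 in fixed libraries 1 and 2. In unfixed libraries 1, 2 and 3 they were 13.3 to 19.6, 14.4 to 18.9 and 13.2 to 20.1. For microglia-like cells too the SD of the fixed libraries lay far below counting error, with intervals of 10.3 to 13.3 and 9.64 to 14.1.

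In 7 classes and 40946 tests, edgeR called 267 class and gene pairs between fixed and unfixed libraries, 240 higher and 27 lower, from 152 genes, with 6003 pairs at an unadjusted p under 0.05. DESeq2 called 360 (310 higher, 50 lower). The number and the split depended on single libraries and on the filter. Without fixed 2 there were 2345 pairs, 1408 higher and 937 lower, and without fixed 1 there were 583, 546 higher and 37 lower. Without unfixed 3 the 64 pairs, and without unfixed 2 the 17 pairs, were all higher. Without a low-count filter 914 were higher and 433 lower, and with female libraries alone 77 and 2. The largest cluster of a class differed between fixed and unfixed libraries in 4 of these classes: 4 (46.1%) and 2 (43.9%) for astroglia, 11 (53.2%) and 7 (54.0%) for cycling progenitors, 13 (58.5%) and 3 (66.8%) for neuroblasts, and 21 (37.5%) and 8 (49.5%) for neurons. Rn18s-rs5, mt-Rnr1 and mt-Rnr2 were higher in all 7 classes, with median log2 fold changes of 4.98, 3.11 and 2.06. The calls of mt-Rnr2 fell to 1 class without unfixed 2, 1 without unfixed 3 and 4 without unfixed 1, and to 3 with female libraries alone. Rn18s-rs5 and mt-Rnr1 were called in at least 6 classes under each alternative. In oligodendrocyte-like cells the log2 fold changes were 4.98 (SE 0.38, edgeR adjusted p = 3.72e-05) for Rn18s-rs5, 3.09 (SE 0.25, edgeR adjusted p = 3.72e-05) for mt-Rnr1 and 2.18 (SE 0.27, edgeR adjusted p = 0.00436) for mt-Rnr2. Over whole libraries Rn18s-rs5 stood at 571 and 869 CPM in the fixed libraries and at 35.3, 16.1 and 28.3 in the unfixed ones. In the Lrp2 line it stood at 147 and 108 in the controls, and at 32.8 and 56.2 in knockouts 007 and 010. Rn18s-rs5 is a copy or fragment of a ribosomal RNA gene, while mt-Rnr1 and mt-Rnr2 are mitochondrial ribosomal RNA genes. Other loci can share reads with all 3, so the values are uncertain. Hspa5 was lower in 2 classes, cycling progenitor-like cells (log2 fold change -1.35, SE 0.23, edgeR adjusted p = 0.0319) and oligodendrocyte-like cells (-1.18, SE 0.22, edgeR adjusted p = 0.0271). Zfp358 (-4.52, SE 0.88) and Hes5 (-3.10, SE 0.60) were lower in neuroblast-like cells (edgeR adjusted p = 0.0392 each). Without unfixed 2 or without unfixed 3, Hspa5, Zfp358 and Hes5 were called in 0 classes, and without fixed 1 Zfp358 and Hes5 were called in 0. Hspa5 was called in 1 class without fixed 1 and in 1 without unfixed 1, and Hes5 in 2 without fixed 2. With female libraries alone, which removes the difference in sex, Hspa5, Zfp358 and Hes5 were called in 0 classes. Zfp358 and Hes5 were also called in 0 classes with DESeq2, with doublets kept, with thinned class sums and at a mitochondrial limit of 5%, as was Hes5 after centring and Zfp358 at 1000 UMIs per cell.

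The Lrp2 controls and the unfixed C57BL/6N libraries differ in strain, age, sex and experiment together. In 8 classes and 47500 tests edgeR called 314 pairs, 179 higher and 135 lower in the Lrp2 line, from 205 genes, with 4231 pairs at an unadjusted p under 0.05. With 5 libraries, simulated changes of 1 on the log2 scale were recovered for 10.5 to 37% of genes per class, against 0 to 9% in the knockout comparison, so the counts of calls of these comparisons do not share a scale. DESeq2 called 196, and the count without a low-count filter was 599. It was 627 without unfixed 1, 164 without unfixed 2 and 133 without control 010. Gm11942, Gm10263 and Gm12892 were higher in 7 classes each. Gm10263 was called in 4 without control 010, and Gm12892 in 3 with DESeq2. In oligodendrocyte-like cells their log2 fold changes were 4.49 (SE 0.29, edgeR adjusted p = 1.73e-08), 4.09 (SE 0.39, edgeR adjusted p = 7.95e-06) and 2.38 (SE 0.30, edgeR adjusted p = 0.000131). Rpl35a and Ubb were lower in 6 classes and Ndufs5 in 5. In neuron-like cells their log2 fold changes were -1.66 (SE 0.23, edgeR adjusted p = 0.00101), -1.40 (SE 0.28, edgeR adjusted p = 0.0264) and -2.47 (SE 0.34, edgeR adjusted p = 0.000634). Without control 010, Ndufs5 was called in 0 classes and Ubb in 3. Without unfixed 2 both were called in 2 classes, and without unfixed 3, as without control 007, both were called in 3. With DESeq2 Ubb was called in 3 classes, and at 1000 UMIs per cell Ndufs5 was called in 3. Pseudogenes and ribosomal protein genes share sequence with other copies, so these counts are uncertain. Rpl35a over whole libraries stood at 124 and 119 CPM in the Lrp2 controls and at 316, 384 and 391 in unfixed C57BL/6N libraries. Knockout libraries 007 and 010 stood at 53.2 and 454. Ubb stood at 740 and 1075 CPM in the controls and at 1296, 2066 and 3011 in the unfixed libraries. Its values were 990 and 1828 in knockouts 007 and 010, and 641 and 1543 in fixed libraries 1 and 2. Ndufs5 stood at 43.3 and 29.1 in the controls and at 92.7, 118 and 225 in the unfixed libraries. In knockouts 007 and 010 it stood at 42.1 and 130. For these lower genes knockout 010 lay within or above the unfixed range and knockout 007 below it.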

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

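Both tests here, of the sex of 1 cluster and of free Ttr RNA, were chosen only after the results were seen.

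Cluster 25 held 21 cells, all of them in unfixed C57BL/6N library 3 (1.17% of its kept cells) and 0 in the other 8 libraries, which put it outside every comparison between groups. Its leading genes were Col1a2, Col1a1 and S100a4, found in 21, 19 and 21 of the 21 cells. It differed from the 29 fibroblast-like cells: Dcn was found in 1 of 21 cells against 26 of 29, Hmga2 in 12 of 21 against 0 of 29 and Top2a in 9 of 21 against 0 of 29. Library 3 pooled 2 females and 2 males. Of the 21 cells, 0 had an Xist UMI, against a mean of 7.73 among 10000 draws of cells of like depth from that library (one-sided permutation p = 0.0001, the smallest these draws can give). Ddx3y was found in 5 of the 21 cells. The depth of the cells (median 1812 UMIs) therefore does not account for the missing Xist. A single male source may explain this, as would cells of any origin that do not transcribe Xist. Whether the cells are tissue of 1 animal or came in during handling was not tested, and no group of the design bears on it.

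Ttr, a marker of the choroid plexus, was used to check for free RNA in droplets. Of 9259 Ttr UMIs, 98.62% lay in 22 barcodes with at least 10 of them each; the other barcodes held at most 2. Free RNA spreads over many barcodes at low counts, so the concentration argues against it as the source of the higher Ttr totals in the Lrp2 controls (1261 and 1218 CPM, against 71.8 and 82.2 in knockouts 007 and 010). Control 007 held 7 of the 22 barcodes, control 010 held 11, and knockout 007, knockout 010, unfixed 1 and unfixed 2 held 1 each. Of the 22, 8 were called doublets, 3 lay below 500 UMIs and 11 were in the unnamed cluster 19. How much choroid plexus was taken along at dissection, or a difference between knockout and control in that tissue, stays open: both follow the same libraries and neither was tested.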

How the results depend on the processing

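The neural stem sub-cluster, the share without neurons and the mitochondrial share without mt-Rnr1 and mt-Rnr2 were chosen only after the results were seen; the other alternatives were fixed earlier.

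The count of 0 genes by edgeR between knockout and control (1257 pairs at an unadjusted p under 0.05) was 0 under 13 alternatives, DESeq2 (0 called, 213 at an unadjusted p under 0.05), RLE scaling and the neural stem sub-cluster among them. Without a low-count filter it was 40, and leaving out 1 library gave 9 (control 007), 15 (control 010), 321 (knockout 010) or 847 (knockout 007). Why single libraries raise the count was not tested; a group left with 1 library takes its spread from the other.

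The fixation count of 267 was 1347 without a low-count filter, which tests 129861 pairs in place of 40946, and 79 with female libraries alone, which leaves 3 libraries. Leaving out 1 library gave 17 to 2345. The other alternatives gave 194 to 360, and the 17 pairs left without unfixed 2 were all among the 267. The line count of 314 was 196 with DESeq2 (179 pairs shared) and 599 without a filter, and 133 to 627 when 1 library was left out; the rest gave 221 to 322. The cause was not tested beyond the number of pairs and libraries. The libraries behind these ranges were unfixed 2 (17) and fixed 2 (2345), and control 010 (133) and unfixed 1 (627).

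The 2 classes without overlap between knockout and control became 6 to 8 when 1 library was left out (6 without control 007, 8 without each of the others), by the smaller group. Leaving out oligodendrocytes and microglia gave 1, ependymal-like cells, only because it removes microglia as a class. Neurons made up 27.2% of knockout 007 and 5.92% of knockout 010. With neurons left out of the denominator, 2 classes did not overlap, microglia (13.0% ± 0.608 against 7.54% ± 3.52, n = 2 each, exact permutation p = 0.333) and ependymal cells (0.918% ± 0.0381 against 1.38% ± 0.0632). For fixation this left 5 classes in place of 6: astroglia overlapped (26.4 against 24.4%), and microglia stood at 12.1% ± 0.150 against 9.65% ± 0.222 (n = 2 and 3, exact permutation p = 0.1). The 6 classes for fixation became 10 without unfixed 1, the range being 6 to 10, and 4 to 7 otherwise. The oligodendrocyte difference for fixation changed from 5.73 to -5.22 points after centring within library, when 416 cells, 94.7% of them from fixed library 1, formed an unnamed cluster led by Aatk and Plxnb3. The microglia difference changed to -1.58 at resolution 2, as reported.

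Thinned genes per cell differed by -14.8 between fixed and unfixed libraries, by -23.5 at 1000 UMIs per cell and by -46.7 when thinned to 1000 UMIs, which leaves out shallower cells; the range without 1 library was -20.3 (without fixed 2) to -9.33 (without fixed 1). The mitochondrial difference of 1.81 points was 0.346 without mt-Rnr1 and mt-Rnr2, which carry most of it, and lay between 1.43 (without fixed 1) and 2.18 (without fixed 2) under the other alternatives. The UMI difference of 82.2 ranged, with 1 library left out, from -56.8 (without fixed 2) to 347.8 (without unfixed 1), and that of genes per cell (30.8) from -44.7 to 166.5 without the same libraries. At 1000 UMIs per cell both differences were negative, -106.6 UMIs and -110.2 genes.

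The 13 list calls by limma camera were 0 under fry and 0 with an estimated correlation, 12 under RLE and 9 to 15 when 1 library was left out. Ribosomal genes, called lower in 6 classes, were called lower in 0 and higher in 7 without knockout 007; the ribosomal shares of the 2 knockouts lay on either side of both controls in 7 of the 8 classes, and in cycling progenitor-like cells knockout 010 (9.79%) lay between the controls (8.87 and 9.98%). With the replicate number as a block, edgeR called 0 genes (1449 at an unadjusted p under 0.05), the lists gave 13 calls, and Junb and Socs3 in endothelial-like and Nr4a1 in mural-like cells no longer passed over the list alone (log2 fold changes 0.86, 1.60 and 1.46); the block changed no other call. For class shares the mean difference within numbers equals the difference of group means by construction (microglia 4.61 points), but its spread does not: the microglia differences were 4.55 and 4.67. These are shares of all kept cells. Without neurons in the denominator the microglia shares of controls spread much more than those of knockouts, so there the 2 differences are not near equal. For fixation no paired analysis was possible because the groups share at most 1 number in their titles.

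Of 236 alternatives for the 14 list members, 68 no longer passed and 0 reversed; without control 007 this held for all 14. Of 186 alternatives for the 12 genes named in the fixation and line comparisons, 22 left a gene called in 0 classes and 0 reversed: they concern Hes5, Zfp358, Hspa5 and, without control 010, Ndufs5. Losses short of that include mt-Rnr2, from 7 classes to 1 without unfixed 2 or unfixed 3, and Gm10263, from 7 to 4 without control 010. Depth limits how many genes can be tested: mural-like cells, with 21 cells and 23029 UMIs in the shallowest library, had 729 genes past the filter, and neuron-like cells 8680.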

Other observations

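The tests of the ribosomal and immediate early lists by limma camera, and the fits without single libraries, were fixed earlier. Their use in this part to weigh explanations was chosen only after the results were seen. So were the lists' shares of UMIs and the tests on pseudogenes and on sign sharing with other libraries.

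The ribosomal protein list was lower in the knockouts, but 0 of 8 classes were lower when knockout 007 was left out. The share of UMIs from these genes in endothelial-like cells was 3.32% in knockout 007 and 6.73% in knockout 010, with controls at 5.21 and 5.43%; in oligodendrocyte-like cells it was 1.95 and 3.40% against 2.80 and 3.00%. A difference between the 2 knockout libraries themselves may therefore lie behind the list's calls. Rpl35a shows it in 1 gene, at 53.2 and 454 CPM in knockouts 007 and 010. The libraries differ in depth (3872920 and 1690604 UMIs) and in their number of animals (3 and 4), and these cannot be told apart with 1 library each. An effect of the genotype is not shown by a list whose sign turns on 1 library.

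The immediate early list was higher in knockouts in 8 of 8 classes, vascular and immune classes included, and in 7 without control 007. Its share of UMIs in mural-like cells was 3.55 and 3.33% in the knockouts against 1.56 and 2.13% in the controls, and 0.804 to 2.44% in the C57BL/6N libraries. The shares of knockouts and controls did not overlap in 4 of 8 classes (endothelial, mural, astroglia and cycling progenitor), where chance gives 1 in 3, and overlapped in the other 4. Within numbers, the knockout share lay above the control share in both 007 and 010 in 6 of 8 classes, where chance gives 1 in 4 per class and the classes share their libraries. These 6 include microglia (4.79 against 4.03% in 007, 3.80 against 3.50% in 010) and neurons (0.182 against 0.113%, 0.290 against 0.256%). In oligodendrocyte-like and neuroblast-like cells the knockout share was higher in 007 and lower in 010. These genes respond to dissociation, so handling could explain a rise in classes outside the neurogenic lineage. A response to the genotype in all classes would look the same, and the number of libraries cannot separate handling from genotype. Mural-like cells, with the largest median shift, also differed in their mix of clusters. Cluster 16 made up 59.6% of them in knockouts and 39.0% in controls, and cluster 20 made up 15.2 and 39.9%. Whether this mix moved the list in that class was not tested.

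Between the Lrp2 line and C57BL/6N, pseudogenes made up 19.63% of genes called higher (21 of 107 with a reference record), against 5.2% of genes tested and 2.15% of genes called lower. In the fixation comparison they made up 46.22% of genes called higher (55 of 119), against 5.09% of genes tested and 0% of those called lower. Reads shared between paralogs or pseudogenes are a candidate cause for part of both lists. Between the lines, a strain variant could move reads from a gene to its copy. The fixation comparison lies within C57BL/6N, and what would move reads there was not tested. Sequence reads were not analysed here, and genes other than pseudogenes can share reads with a copy too, so these percentages set no upper limit.

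A batch particular to the 5 libraries of the line comparison would leave no trace in the others. Knockout libraries set against the fixed C57BL/6N libraries, none of which entered those calls, showed the same sign for 85.67% of the 314 called pairs (269), against 49.28% of 47186 pairs not called. This argues against such a batch as the whole cause. Strain, age, sex and the experiment in which each line was prepared stay open, since they differ between the lines in both sets.

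Cluster 26, led by Ifit3, Ifit1 and other interferon-response genes, held 20 cells, of which 15 came from fixed library 1 (0.838% of its cells), 3 from unfixed 2 and 1 each from unfixed 1 and unfixed 3. Cluster 19, led by Npy, Fabp7 and Nr2f2, ranged from 0% of knockout 010 to 1.95% of fixed 1. No explanation was tested for either.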
